A study of Drosophila melanogaster with 12 samples. Its data were reported in "Argonaute2 and LaminB modulate gene expression by controlling chromatin topology" (2018).

How the data were processed

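ChIP-seq of AGO2 and Pol II was performed by the authors in Kc167 cells, with inputs as controls. Groups were taken from the sample titles: mock AGO2 ChIP, LaminB knockdown AGO2 ChIP and mock Pol II ChIP with 2 libraries each, mock input with 4 and LaminB knockdown input with 2. The AGO2 libraries used an antibody named Mueller in the labels, and the Pol II libraries used antibody 8WG16.

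Per the study's methods, the authors trimmed reads with cutadapt, aligned them to the dm6 assembly with bowtie2, kept uniquely placed reads by mapping quality with samtools and removed PCR duplicates with Picard. AGO2 peaks were called with MACS2 at a lenient p-value on the pooled replicates of a condition against pooled input. Peaks were ranked by p-value, and the top of the ranking was kept. The number kept was the number of peaks that passed the irreproducible discovery rate (IDR) threshold between pseudoreplicates drawn from the shuffled pooled reads. This number depends on depth and on the quality of the enrichment, so lists from different libraries can differ in length without a difference in binding. Pol II domains were called with MACS2 in broad mode on pooled replicates, kept where at least 1 replicate also had a call, and merged. Reads in near-identical repeats were lost with the mapping-quality filter, so repeats are underrepresented in all 3 lists.

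In the deposited AGO2 lists, each peak has a fold enrichment, a linear ratio of the pooled ChIP signal to the local background from input, as computed by the authors' caller. The deposited lists also give the −log10 of the authors' p-value for each peak, the position of its summit, and a name that ends in a running number over the lenient calls. The Pol II list gives positions only. The columns have no header, and their meaning was taken from the peak caller's standard layout and from the range of the values. Because replicates were pooled before calling, no replicate error could be computed. The lists hold no read counts, so the depth per sample is unknown. Wilson intervals on shares of peaks (95%) describe the number of peaks only, and neighbouring peaks are not independent. Fold enrichment and −log10 p depend on depth, so they were used mainly to rank or describe peaks within a list. The −log10 p values of both lists were set against each other in the correlation across shared peaks and in the alternative that applies the lowest knockdown value to the mock list, and both uses carry any difference in depth.

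Coordinates are on dm6 and are written counting from 1. Genes, TSSs and exons came from the Ensembl 115 annotation (build 6.54), which is on the same assembly as the lists but is a later annotation release than the one the authors used. Genes on chromosomes 2L, 2R, 3L, 3R, 4, X and Y were used, and annotated transposon insertions were left out. A summit was assigned to one feature in the order coding sequence, 5′ UTR, 3′ UTR, noncoding exon, intron, intergenic.

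An overlap was any shared stretch of at least 1 bp. Each overlap of peak lists, and of peaks with TSSs, was compared with 10000 random placements of the same peaks within their chromosomes (one-sided for more overlap), in analogy to the association test of the study. Mock peaks that overlapped a knockdown peak were called retained and the others mock-only; this divides peaks, not samples. Shares in these classes, and shares of genes, were compared with two-sided Fisher's exact tests, and medians with a two-sided permutation test of 100000 resamples. Benjamini-Hochberg adjustment covered the 12 tests. A gene was counted as bound by AGO2 when a peak overlapped at least 1 of its TSSs, and as bound by Pol II when a domain overlapped its body. Tests within 10 strata of peak strength, width, fold or GC content used the Mantel-Haenszel odds ratio with labels permuted within strata. Similarity of sequences was searched with BLAST 2.17.0, and other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

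The procedures were tested on simulated data. Unrelated lists of 761 peaks gave p under 0.05 in 6% of 200 simulations. These lists were placed at random within chromosomes, as in the test itself, so the rate does not cover peaks that cluster at genes. A planted overlap of 30.5% was measured as 31.9%, a planted odds ratio of 2 among 4201 peaks was estimated as 1.82, and a planted median shift of 2 as 1.75. In 200 further simulations peak strength acted only between strata, with no effect inside a stratum. The stratified test then gave p under 0.05 in 5% of them, and the unstratified Fisher's exact test in 100%. The 5% was therefore built in, and the simulations do not show that strata remove an effect of strength inside a stratum. In the data, −log10 p ran from 43.0 to 194.5 within the strongest group of mock peaks.

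The alternatives tried, fixed before the data were examined, were a minimum overlap of 50% of the shorter interval, summits plus and minus 100 bp in place of peaks, the stronger 50% of each AGO2 list, the mock list limited to 761 peaks or to peaks at or above the lowest knockdown −log10 p, circular and TSS-centred random placement, overlapping base pairs, the major chromosome arms, merging of touching peaks, TSSs widened by 500 bp, protein-coding genes, and Pol II at a TSS. The genes and peaks named were also fixed beforehand: 16 genes studied in connection with AGO2 or LaminB, the nearest peaks on each side of nht, and the 5 retained knockdown, 5 mock-only and 3 knockdown-only peaks with the highest −log10 p, each with the gene whose TSS, or otherwise whose body, lay under it.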

Results

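To examine where AGO2 sits on chromatin and whether LaminB affects that distribution, chromatin immunoprecipitation followed by sequencing (ChIP-seq) was analysed in Kc167 cells, a Drosophila melanogaster line of embryonic origin that is labelled female. AGO2 is the Argonaute protein of the RNA interference pathway, and LaminB (gene Lam) is a protein of the nuclear lamina. The 12 libraries comprised 2 AGO2 ChIP libraries from mock-treated cells, 2 AGO2 ChIP libraries from LaminB knockdown cells, 2 RNA polymerase II (Pol II) ChIP libraries from mock-treated cells, 4 mock inputs and 2 LaminB knockdown inputs. The authors pooled the replicates of each ChIP before the final call, so each condition was represented by 1 list of intervals and no value below has a replicate error. Read depth per library is unknown from these lists.

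The mock AGO2 list held 4201 peaks with a median width of 510 bp, which covered 2563486 bp or 1.86% of the 7 chromosomes analysed (assembly dm6). The LaminB knockdown AGO2 list held 761 peaks with a median width of 395 bp, covering 333438 bp or 0.242%. The mock Pol II list held 5905 domains with a median width of 642 bp, covering 3.64%. The peak caller's −log10 p, the authors' own value for each peak, ranged from 15.4 to 194.5 in the mock AGO2 list and from 19.8 to 175.5 in the knockdown list. Fold enrichment over input ranged from 1.74 to 10.4 in mock and from 2.15 to 10.5 in the knockdown. These values depend on depth and were used mainly to rank peaks within a list.

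The first question was how the AGO2 peak set differs between mock and LaminB-depleted cells. The mock list was 5.52 times as long as the knockdown list. This ratio has no replicate check. The alternative that moved it most kept only the 2474 mock peaks at or above the lowest −log10 p of the knockdown list, which gave a ratio of 3.25. Of the 761 knockdown peaks, 638 (83.8%, 95% Wilson interval 81.1 to 86.3%) overlapped a mock peak by at least 1 bp. Random placement of the same peaks within their chromosomes gave a mean of 3.37% ± 0.662 (SD over 10000 placements), a 24.9-fold enrichment (one-sided permutation p = 0.0001, the smallest that 10000 placements can give; adjusted p = 0.000133). In the opposite direction, 638 of the 4201 mock peaks (15.2%, 14.1 to 16.3%) overlapped a knockdown peak, a 25.04-fold enrichment over the random mean of 0.606% (permutation p = 0.0001). Limiting the mock list to its 761 highest-ranked peaks changed these shares most: 43.5% of the knockdown peaks and 43.4% of the mock peaks were then shared. The adjusted values here and below are Benjamini-Hochberg values over the 12 tests made.

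**Figure D1:**
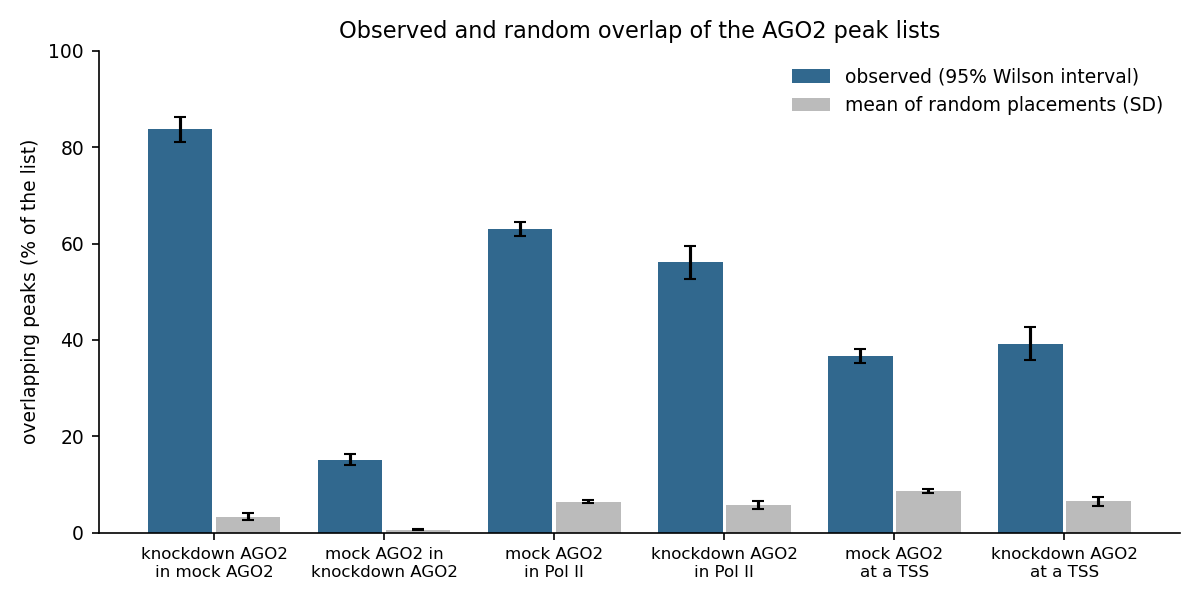
Share of each AGO2 peak list (%, y axis) that overlapped the other AGO2 list, a Pol II domain or a transcription start site (x axis), with 95% Wilson intervals on the observed bars and the SD of 10000 random placements on the grey bars. The observed share was highest for knockdown peaks within mock peaks (83.8%), and each of the 6 observed shares exceeded its random mean.

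Mock peaks were then split into those that overlapped a knockdown peak (retained, 638 peaks) and those that did not (mock-only, 3563 peaks). The median −log10 p was 35.3 for retained and 20.4 for mock-only peaks, a difference of 14.9 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 4e-05). Retained peaks were narrower, with a median width of 428 bp against 531 bp. The share of mock peaks that reappeared in the knockdown list rose with −log10 p when the mock list was divided into 10 groups of near-equal size by this value. It was 2.61% (1.47 to 4.62%) in the weakest group, 7.38% (5.25 to 10.3%) in group 5 and 55.2% (50.5 to 59.9%) in the strongest. Within the knockdown list, the share found in mock rose from 67.5% (56.5 to 76.9%) of the weakest 77 peaks to all of the strongest 76 peaks (lower limit 95.2%). Across the 638 shared knockdown peaks, the −log10 p of the peak and of the strongest mock peak it overlapped were correlated (Pearson's r = 0.501 and Spearman's rho = 0.378, two-sided permutation p = 1e-05 for each, the smallest possible). This relation is across peaks, which are not independent replicates.

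**Figure D2:**
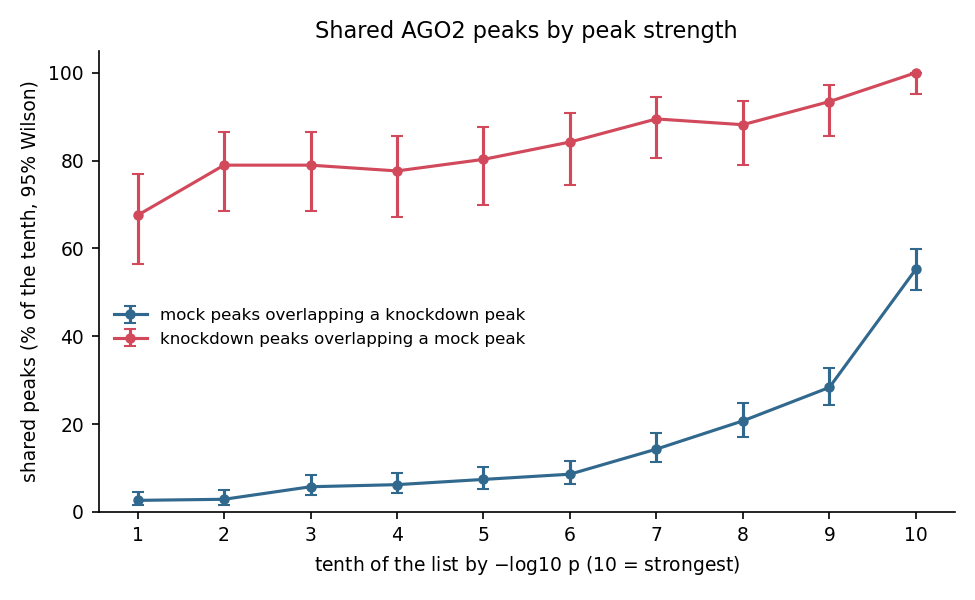
Share of peaks found in the other AGO2 list (%, y axis, with 95% Wilson intervals) for 10 groups of the mock list (blue) and of the LaminB knockdown list (red), ordered by −log10 p from the weakest at 1 to the strongest at 10 (x axis). The mock share rises from 2.61% to 55.2%, and the knockdown share from 67.5% to 100%.

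Because AGO2 was studied in relation to transcription, AGO2 peaks were compared with Pol II domains. In mock cells 2646 of 4201 AGO2 peaks (63.0%, 61.5 to 64.4%) overlapped a Pol II domain, a 9.73-fold enrichment over the random mean of 6.47% (one-sided permutation p = 0.0001, adjusted p = 0.000133). Placing peaks around random transcription start sites (TSSs), in place of anywhere on the chromosome, gave the lowest enrichment, 2.14-fold. Of the 761 knockdown AGO2 peaks, 427 (56.1%, 52.6 to 59.6%) overlapped a Pol II domain of mock cells, a 9.80-fold enrichment (permutation p = 0.0001). Pol II in LaminB knockdown cells was not analysed here. Retained mock peaks overlapped Pol II domains slightly less often than mock-only peaks, at 376 of 638 (58.9%, 55.1 to 62.7%) against 2270 of 3563 (63.7%, 62.1 to 65.3%). The odds ratio was 0.817 (two-sided Fisher's exact test, p = 0.0232, adjusted p = 0.0232). This difference did not hold when an overlap of at least 50% of the shorter interval was required (odds ratio 1.07, Fisher's exact p = 0.411), nor at summits widened by 100 bp (odds ratio 0.896, p = 0.217 by the same exact test). Within 10 strata of peak width the odds ratio was 0.992.

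AGO2 was next placed relative to the 23694 annotated TSS positions. A TSS lay under 1541 of the 4201 mock peaks (36.7%, 35.2 to 38.2%), 4.24-fold above the random mean of 8.65% (one-sided permutation p = 0.0001, adjusted p = 0.000133). The share was 298 of 761 (39.2%, 35.8 to 42.7%) in the knockdown, 5.99-fold above random (permutation p = 0.0001). Across the alternatives the mock share ranged from 18.2% with summits plus and minus 100 bp to 64.9% with TSSs widened by 500 bp. The knockdown share ranged from 23.5% to 54.0% under the same settings. Limited to its 761 highest-ranked peaks, the mock list had a share of 55.8%, 5.87-fold above random. Which list had the higher share therefore depended on the setting. Retained mock peaks lay at a TSS more often than mock-only peaks at the exact position, at 267 of 638 (41.8%) against 1274 of 3563 (35.8%), with an odds ratio of 1.29 (two-sided Fisher's exact test, p = 0.00372, adjusted p = 0.00447). The direction reversed when the TSS was widened by 500 bp (odds ratio 0.671, Fisher's exact p = 6.46e-06). It also reversed in the stronger 50% of each list (odds ratio 0.877), where the exact test gave p = 0.295.

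At the level of genes, 1622 of 18277 annotated genes (8.87%) had a mock AGO2 peak at a TSS and 315 (1.72%) had a knockdown AGO2 peak there, with 261 genes in both sets. Among the 7459 genes with a Pol II domain in the gene body, 1502 (20.1%, 19.2 to 21.1%) had a mock AGO2 peak at a TSS, compared with 120 of the 10818 genes without one (1.11%, 0.929 to 1.32%). The odds ratio was 22.5, and the two-sided Fisher's exact p fell below the smallest number the computation could represent. A knockdown AGO2 peak lay at a TSS in 261 of the 1622 genes with a mock peak there (16.1%, 14.4 to 18.0%) and in 54 of the 16655 other genes (0.324%, 0.249 to 0.423%), with an odds ratio of 59.0 (two-sided Fisher's exact test, p = 1.88e-224, adjusted p = 1.13e-223). Across the alternatives tried, this odds ratio ranged from 40.9 to 86.5.

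Peaks were also compared by chromosome. The X chromosome, 17.1% of the sequence analysed, carried 926 mock peaks (22.0%) and 191 knockdown peaks (25.1%). Among mock peaks, 164 of the 638 retained (25.7%, 22.5 to 29.2%) and 762 of the 3563 mock-only peaks (21.4%, 20.1 to 22.8%) were on the X, an odds ratio of 1.27 (two-sided Fisher's exact test, p = 0.0170, adjusted p = 0.0186). In the stronger 50% of each list the odds ratio was 1.30, with an exact p of 0.0750.

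A set of 16 genes studied with AGO2 or LaminB was fixed before the data were examined. An AGO2 peak lay within 5 of them in mock cells (yuri, lace, Abd-B, AGO2 and Lam) and within 4 of them in the knockdown (lace, Abd-B, AGO2 and Lam). The other 11 genes, nht among them, had no listed AGO2 peak in either condition. A Pol II domain lay at a TSS of 8 of the 16. The gene nht (FBgn0041103, 2L:15317954-15318901, minus strand) encodes an activator of spermatogenesis genes and overlapped no AGO2 peak and no Pol II domain. The nearest mock AGO2 peak to the left, 2L:15264545-15264894, lay 53.1 kb away at a TSS of yuri, with a −log10 p of 48.2 and a fold enrichment of 4.23. To the right the nearest was 2L:15499160-15499681, 180.3 kb away, with its summit in coding sequence of lace and a lower −log10 p of 17.3. The resulting interval of 234.3 kb without a mock AGO2 peak was the 20th longest of the 595 such intervals on 2L. In the knockdown list the nearest peaks were 322.1 kb to the left, at 2L:14995548-14995895 in mol, and 181.3 kb to the right, at 2L:15500171-15500491 in an intron of lace. The peak-free interval was then 504.3 kb, the 15th longest of 104. The yuri peak, which ranked 302 of 4201 in mock, was not in the knockdown list. Pol II domains lay closer, 42.7 kb to the left in UK114 and 14.7 kb to the right at esg.

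**Figure D3:**
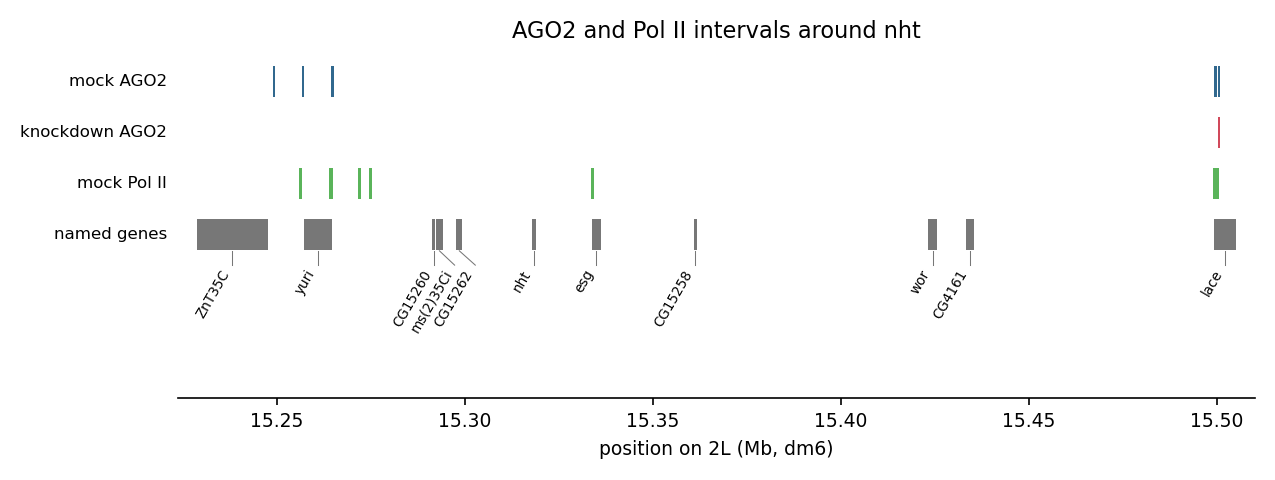
Map of the region around nht on 2L (x axis, Mb, dm6) with mock AGO2 peaks (blue), LaminB knockdown AGO2 peaks (red), mock Pol II domains (green) and the genes of the fixed set (grey); the narrowest intervals are drawn at a minimum width. The 234.3 kb between the peaks at yuri and lace holds no mock AGO2 peak, and the single knockdown AGO2 peak in view lies in lace.

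At Abd-B, the Hox gene on 3R, the stronger of the 2 mock peaks (3R:16948550-16948995, summit in an intron) ranked 34 of 4201 with a fold enrichment of 7.68, and the overlapping knockdown peak (3R:16948646-16948927) ranked 127 of 761 with a fold enrichment of 4.77. In the AGO2 gene itself, a peak with its summit in coding sequence was listed at 3L:15554158-15554587 in mock, ranking 43, and at 3L:15554185-15554545 in the knockdown, ranking 10. Lam, the target of the knockdown, carried a 2393 bp mock peak (2L:5543201-5545593) that ranked 7, and 2 knockdown peaks (2L:5543261-5543877 and 2L:5543977-5545597) that ranked 8 and 6. All 3 had their summit in coding sequence, and together the peaks of each list covered all 1866 coding bp of Lam.

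Among the retained knockdown peaks, the highest −log10 p was 175.5 at X:2795880-2796863, over the first exon and the TSS of w (FBgn0003996), with a fold enrichment of 9.26 and rank 6 in mock. The third, X:2789824-2793317, spanned the other 5 exons of w and the TSS of the neighbouring CG32795, and the overlapping mock peak had the highest −log10 p of its list, 194.5. In both lists the stretch between the peaks at w held 0 exonic bp. The second was X:12735084-12735567, with its summit in an intron of Smr, and ranked 17 in mock. The fourth, 3R:20956911-20957273, lay in an intron of Atpalpha (rank 19 in mock) and the fifth, 2R:20884474-20884844, had its summit in coding sequence of otp (rank 14 in mock). Only 3 of these 5 overlapped a Pol II domain.

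**Figure D4:**
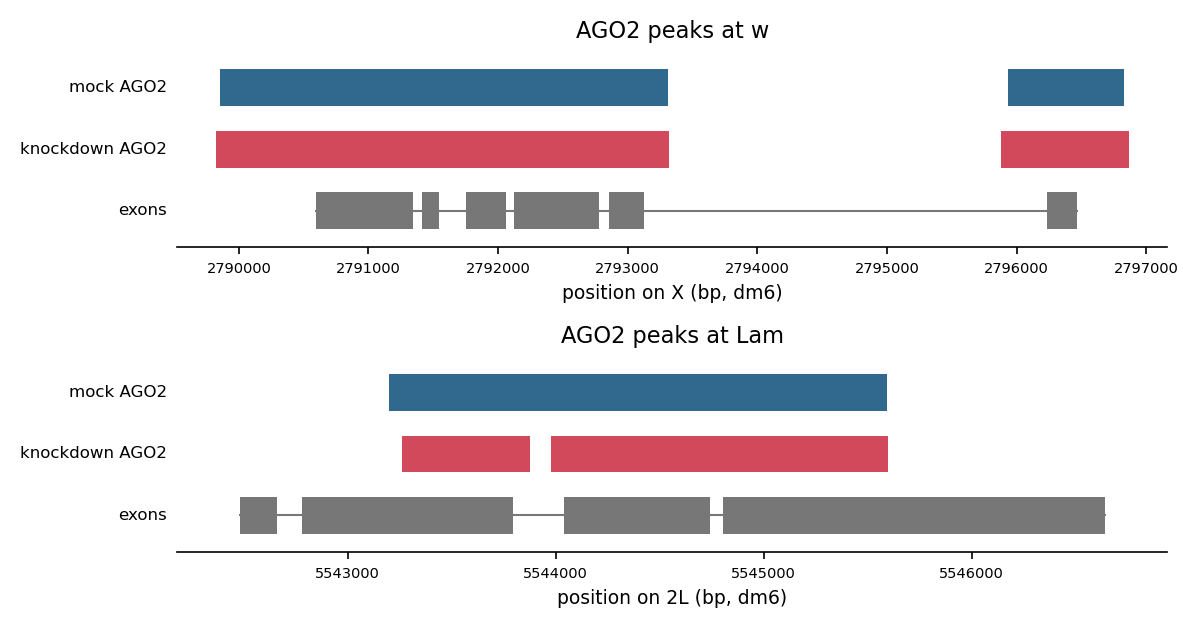
AGO2 peaks in mock (blue) and LaminB knockdown (red) cells over the exons (grey boxes, joined by a line for introns) of w, on the minus strand of X, and Lam, on the plus strand of 2L (x axes, bp, dm6). At w both lists leave a gap inside the first intron, and at Lam the peaks of both lists begin and end inside the gene.

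The mock-only peak with the highest −log10 p, 133.0, was 2L:2193388-2193891 in an intron of COX7AL2 and ranked 3 in mock, with the nearest knockdown peak 9374 bp away. It was followed by X:19152993-19154952 at a TSS of RhoGAP18B (119.5), X:15323057-15323889 at a TSS of Top1 (105.2), 3R:4852174-4853801 at a TSS of opa (94.8) and 2R:6501406-6502410 at TSSs of jing and a long noncoding RNA (92.1). Of the 123 knockdown-only peaks, the 3 with the highest −log10 p were 3L:20403891-20404356 at the TSS of a long noncoding RNA (40.7), 3L:19079073-19079529 in an intron of Mkp3 (39.7) and 3R:26117443-26117769 in the 5′ UTR of Cipc (38.5). Their distances to the nearest mock peak were 2080, 320 and 10181 bp.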

Values the study reported

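The study reported 4201 AGO2 peaks in total in Kc cells. It stated that an AGO2 binding site lay at the promoter of 32% of the genes whose nascent transcription rose on AGO2 depletion and of 24% of those whose transcription fell, while 8% of the unchanged genes harboured a peak. These shares are for gene sets defined by nascent RNA sequencing, which was not used here.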

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

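The 13 results were recomputed under 89 alternatives fixed before the data were examined. In 81 of them the result kept its direction and its side of the 0.05 threshold, or for the ratio of peak numbers stayed within 1.5 times its value. In 1 the ratio moved further, in 3 a difference was no longer past the threshold and in 4 a direction reversed. This count says little about stability. Of the 81, 50 belong to the 6 comparisons with random placement, whose p stayed at its floor even where the share itself moved, for example from 83.8% to 43.5% for knockdown peaks in mock peaks when the mock list was limited to 761 peaks. Of the other 31, 8 left the compared peaks unchanged and so gave the reported value itself. In these, either no peaks touched and could be merged, or requiring 50% overlap left the same 638 mock peaks shared. The latter did not alter the TSS, −log10 p and X comparisons. The −log10 p difference also stayed at 14.9 on the major chromosome arms, although the peaks compared there were fewer (636 retained and 3557 mock-only). The ratio in the stronger 50% of each list is fixed by construction.

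The ratio of peak numbers was 3.25 with the 2474 mock peaks at or above the lowest knockdown −log10 p, which removes the weakest mock peaks by construction, and 7.69 in base pairs. The 6 enrichments over random placement kept p = 0.0001, the smallest possible by permutation, under each alternative. For the overlaps with AGO2 peaks and Pol II domains their size depended on the placement: around TSSs the enrichment was 8.06-fold for knockdown peaks in mock peaks and 2.14-fold for mock peaks in Pol II domains. For the shares at a TSS, widening TSSs by 500 bp lowered the enrichment to 3.28-fold in mock and 2.99-fold in the knockdown. The odds ratios between genes ranged from 17.8 to 32.5 for mock AGO2 by Pol II and from 40.9 to 86.5 for knockdown by mock AGO2.

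The comparisons of retained with mock-only peaks were less stable. For Pol II overlap the odds ratio was 1.07 when 50% of the shorter interval had to overlap and 0.896 with summits plus and minus 100 bp, but 0.678 in the stronger 50% of each list. For TSS overlap it was 0.671 with TSSs widened by 500 bp, 0.877 in the stronger 50% and 1.19 with protein-coding genes only, against 1.51 with summits plus and minus 100 bp. For the X chromosome share it was 1.30 in the stronger 50%, where 309 retained peaks were left and the exact p was 0.0750. The difference in peak width, used in place of −log10 p, was -103 bp, while fold enrichment kept the direction of −log10 p. The causes of these changes between settings were not tested, nor was the part of the smaller number of peaks in the X comparison. For the main Pol II overlap, the odds ratio within 10 strata of peak width was 0.992.

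No paired analysis was possible because the replicates were pooled into 1 list per condition, and for the same reason no replicate could be left out. The unknown depth limits the ratio of peak numbers and every retained against mock-only comparison, since a mock peak missing from the knockdown list may be a peak below detection there (the ratio of 3.25 above removes only part of this). In an alternative chosen after seeing the data, the odds ratio for coding sequence under mock summits (0.0603) stayed between 0.0603 and 0.112 under 5 settings. Requiring 50% overlap left the compared peaks unchanged and so gave the reported value itself. The major chromosome arms left nearly the same peaks (636 retained and 3557 mock-only).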

Other observations

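The tests on coding sequence, on GC content outside coding sequence, on the numbers of lenient calls, on Pol II at coding summits, on w and Lam in the mock list, on long GA repeats, on the stretches between the peaks at w and Lam and on the peak edges at Lam were chosen only after the patterns were seen, and the genes Nt5a, Ada3, GckIII and CG4360 were chosen after their values were seen.

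The knockdown AGO2 list was shorter than the mock list. The final ranking threshold alone is argued against, because the lenient calls already differed in number. Between the first and the last shared peak of each chromosome, the running numbers in the peak names spanned 20445 lenient calls in mock and 5958 in the knockdown, a ratio of 3.43. The ratio was between 3.05 and 3.64 on each chromosome except 4, where the spans were 3 and 5 calls. Lower sensitivity of the knockdown libraries, from depth or enrichment, may contribute. The share of mock peaks that reappeared rose from 2.61% in the weakest of 10 groups by −log10 p to 55.2% (232 of 420) in the strongest. This rise cannot separate lower sensitivity from loss of binding, because the knockdown list keeps only its top-ranked calls and either could give it. A GC bias of the libraries may also contribute. Within groups of similar −log10 p, retained peaks had a median GC content that differed from that of mock-only peaks by -2.62 percentage points. The permutation within these groups was made on the difference of means and gave p = 0.0001, the smallest possible. For summits outside coding sequence the medians without such groups were close, at 52.7% for retained and 53.2% for mock-only peaks. Within groups of similar −log10 p the median difference there was -1.74 points, and the permutation on means gave p = 0.0001. The means were past the threshold of the test, but the median difference was under the 2 points set as the smallest size to count. How to read this mixed outcome was decided after the value was seen, and the part of a GC bias there is left open. Loss of AGO2 binding on LaminB depletion stays open and untested, because each condition has 1 list.

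The lower Pol II overlap of retained peaks was not due to peak strength, since the odds ratio within 10 strata of −log10 p was 0.609 (permutation p = 1e-05, the smallest possible), further from 1 than without strata. It may follow from peak width: within 10 strata of width it was 0.992 (permutation p = 0.929), and retained peaks were narrower (428 against 531 bp). The 123 knockdown-only peaks could be calls close to the threshold, as their median −log10 p differed from that of shared peaks by -3.49 (two-sided permutation p = 0.00056), the value on which the authors ranked the calls. Their fold enrichment went the other way, with a median of 3.74 against 3.48 (two-sided permutation p = 0.00389), so they were not weaker by both measures. A gain of binding at these sites was not tested.

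Summits in coding sequence made up 41.3% of mock-only peaks (1473) but 4.08% of retained peaks (26), against 32 of the 761 knockdown peaks and 16.6% of the genome. The odds ratio of 0.0603 (two-sided Fisher's exact p = 6.43e-94) was 0.107 within 10 strata of −log10 p, 0.0924 within strata of GC content around the summit, 0.0693 within strata of width, 0.0794 within strata of fold enrichment and 0.155 within cells of −log10 p, width and fold enrichment together (each permutation p = 1e-05, the smallest possible). These properties as the whole cause are therefore argued against. In the strongest of 10 groups by −log10 p, 7 of 29 coding summits (24.1%, 12.2 to 42.1%) and 225 of 391 others (57.5%, 52.6 to 62.3%) were retained. General signal along genes bound by Pol II in the mock libraries stays open: 915 of the 1473 mock-only peaks with a coding summit (62.1%) overlapped a Pol II domain, 5.39-fold above the 11.5% of the same peaks at random coding positions (one-sided permutation p = 0.0001, the smallest possible). Pol II overlap did not mark out these peaks, since it was 64.8% for the other mock-only peaks (odds ratio 0.889, two-sided Fisher's exact p = 0.104) and 18 of 26 for retained peaks with a coding summit. An effect of LaminB on AGO2 at coding sequence was not tested. The pattern may reflect either, and with 1 pooled list per condition a library effect is confounded with the knockdown.

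The peaks at w and Lam covered all 2061 coding bp of w and all 1866 of Lam in both lists. In the knockdown list these genes ranked 1 and 2 among the 82 genes with any coding bp under a peak. Only these 2 had at least 1500 coding bp under knockdown peaks, so such coverage was not general along genes there. Transcription strength was not measured, so these ranks cannot decide whether binding follows the most strongly transcribed gene bodies. In the mock list 24 Pol II-bound genes had more coding bp under peaks than w and 32 had more than Lam, so binding along transcribed genes stays open for the mock peaks. This count of bp grows with the length of a gene, and complete coverage was rarer: of the 64 genes with at least 1500 coding bp under mock peaks, 6 were wholly covered, w and Lam among them. A candidate explanation for both lists is DNA of a construct or cDNA in the AGO2 libraries, for example a w marker without its first intron. The stretches between neighbouring peaks (2621 bp at w in mock, 2562 bp at w and 99 bp at Lam in the knockdown) held 0 exonic bp, as such DNA would give, but the hypothesis came from these same stretches, so the 2 explanations cannot be told apart by them. At Lam the outer peak edges lay at most 131 bp from the start or stop codon, with 88.4% of the untranslated exon sequence outside the mock peak and 91.4% outside the knockdown peaks. This is consistent with a construct that holds the Lam coding sequence. It is weak evidence in the mock list. Of the other 4 wholly covered genes there, the peaks of Nt5a (65 bp) and Ada3 (120 bp) ended as close to the coding sequence, while those of GckIII (197 bp) and CG4360 (636 bp) reached further. The peaks at w reached up to 908 bp beyond its coding sequence. No source of such DNA was tested, and DNA present only in knockdown cells would not give the Lam peak of the mock list. These peaks are among the strongest of both lists, so their values at w and Lam should not be read as AGO2 binding without a look at the reads.

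The mock AGO2 list held 2 peaks on the Y chromosome, Y:1425590-1426026 and Y:1448545-1449100 (−log10 p of 19.4 and 27.9), although the line is labelled female. At the identity set in advance, 0 of the 2 had a match to the other chromosomes. This cannot decide whether the reads came from near-identical sequence elsewhere. The mapping-quality filter had already removed reads without a unique place in the assembly. The best matches were on the X, with 87.8% identity over 460 bp and 91.4% over 561 bp. A copy in these cells that differs from the assembly was not tested, and no biological explanation was tested.

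The sequence GAGAG occurred within 100 bp of 519 of the 761 knockdown summits (68.2%) and in 26.1% of windows of the same length centred 400 bp away (two-sided exact McNemar test, p = 2.45e-60, adjusted p = 2.94e-59 over 24 tests of 6 sequences). The flanks argue against the base composition of the wider region as the whole cause. A difference in composition between the summit and flank windows was not tested and stays open. Long GA repeats as the whole cause are argued against. Without peaks that had a run of 8 alternating G and A bases in either window, 57.7% of summits and 21.1% of flanks held GAGAG (exact McNemar p = 1.83e-35). GAGAG was found at 70.4% of retained and 34.5% of mock-only summits, a difference that was not itself tested. CACACACA was also more frequent at knockdown summits (26.0% against 8.15%). Binding of AGO2 at sites of a protein that recognises these sequences is a hypothesis that was not tested.

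Of 290 tRNA genes, 13 lay under mock AGO2 peaks (4.48%, 2.07-fold above random placement, one-sided permutation p = 0.0116) and 10 under knockdown peaks (3.45%, 12.1-fold, permutation p = 0.0001, the smallest possible), while 6 lay under Pol II domains (permutation p = 0.983). This could be general signal at very strongly transcribed short genes. Because tRNA genes lie in clusters, random placement understates the spread, and no biological explanation was tested.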
